A study of Mus musculus with 6 samples.

How the data were processed

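Gene expression was measured with Visium spatial RNA sequencing in 6 coronal brain sections, 16 µm thick, of male C57BL/6J mice of 3 age groups with 2 sections each. The deposited matrices hold raw UMI counts per gene and spot, which the authors made with Space Ranger 1.3.1 per the file headers. The genome build, the annotation and the authors' filter on spots are not stated in the files. The deposited tables beside each matrix hold other content, namely spot barcodes and gene identifiers with symbols. Tissue images, spot coordinates and region annotation were not used here. Of 32285 gene identifiers, 32235 matched GENCODE M21 (GRCm38), from which gene positions were taken.

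Spots with fewer than 500 UMIs were left out, which removed 1 spot each from middle 2 and old 2 and kept 16741 spots. Section totals ran from 60939185 to 77557934 UMIs, and replicates of a group differed by far more than counting error (chi-square per degree of freedom 45.6 in young, 32.6 in middle and 24.0 in old). Spots were scaled to 10000 UMIs and log transformed, and 2000 variable genes, without the glia and immune and interferon lists and without mitochondrially encoded and haemoglobin genes, were scaled within each section, reduced to 30 principal components and joined by 20 nearest neighbours. Leiden clustering at a resolution of 0.8 gave 26 clusters. A cluster took the name of a region when at least 3 markers of that region were among its 50 leading genes, at least 1 among its 10 leading genes, and the region had at least 2 times the markers of the next region. Markers were fixed before the data were examined, as were the comparisons, tests, gene lists, the rule for naming genes and the first set of alternatives, but this cluster naming rule was chosen after the clusters had been seen. It named 19 clusters and left 7 unnamed (3218 spots), which count in whole sections and among all other spots only. Regions are therefore groups of spots with like transcripts, not outlined anatomy, and a spot mixes cells.

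UMIs were summed over the spots of a section, or of a region in a section, so that the section is the replicate. Each set of sums was fitted with edgeR 4.0.16 (robust quasi-likelihood, TMM factors, filterByExpr) on all 6 sections with age group as the only term and 3 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. The difference of the age change between white matter and all other spots was an interaction term with section as a block. Gene lists were tested with fry. The 10 lists were glia and immune, interferon response, myelin, oligodendrocyte precursor, immediate early, mitochondrially encoded, synaptic, collagen and matrix, immature neuron and proliferation, and haemoglobin genes. Region shares were compared with an exact permutation test of the between-group sum of squares over 90 assignments. Values are CPM, the UMIs of a gene scaled to a common section total (with TMM factors for named genes), as mean and SD.

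Named genes were, per comparison and direction, the 5 (whole section, old against young) or 3 (elsewhere) with the largest absolute log2 fold change among called genes with a mean CPM of at least 10 and no overlap between the compared groups. Gfap, C4b, B2m, Il33, Ctss and Apoe were reported in the whole section and in white matter whatever their values.

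Alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, at least 10 counts in every section, edgeR's newer quasi-dispersion, thinning to the smallest total, slide or replicate number as a block, only the groups compared, other Leiden resolutions (0.5 and 1.2), genes scaled over all sections, white matter as the tenth of spots with the largest myelin share, equal numbers of spots of each region, mitochondrially encoded, haemoglobin and immediate early genes left out, camera with a preset correlation of 0.01 or an estimated one, and each section left out in turn. Chosen after the data had been seen were equal numbers of spots of each cluster, the core of white matter (120 spots of largest myelin share per section), limma 3.58.1 on differences within sections, the comparison of old with middle white matter, and lists of heat shock, cold-induced, clock (evening and morning), glucocorticoid response, microglia and resting microglia genes.

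The pipeline was tested on simulated data with 200 genes changed by 1 on the log2 scale. It recovered 75.4% of them in whole sections, 68.1% in white matter, 83.5% in isocortex and 57.6% in the interaction, and other genes made up 9.8%, 12.4%, 9.7% and 9.1% of the calls. The interaction was simulated on 12414 genes tested in both white matter and all other spots, fewer than the 17459 of the data. It lacked the genes of low count in white matter and any section effect shared by white matter and all other spots. In this simulation limma recovered 51.1%, near the 57.6% of edgeR, whereas on the data limma called 25 genes and edgeR 298. The simulated rates may therefore not hold for the interaction calls of the data. With no gene changed, edgeR made 2.6, 7, 5.2 and 2.4 calls on average. With no change, fry gave p under 0.05 in 3 of 20 runs in whole sections and 1 of 20 in white matter. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9 and R 4.3.3.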

Results

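Spatial RNA sequencing was carried out on coronal brain sections of male C57BL/6J mice, an inbred laboratory strain, at ages of 6 months (young), 18 months (middle) and 21 months (old). In the Visium assay a tissue section lies on a grid of barcoded spots, and the transcripts captured by each spot are counted as unique molecular identifiers (UMIs), so that each count stands for 1 captured molecule. A spot is a small area of tissue that can hold several cells of different types. There were 6 sections, 2 per age, and the labels give 2 males per age, so each section was taken as a different animal. Slide 1 carried both young sections, middle 1 and old 1, and slide 2 carried middle 2 and old 2, so that slide and age are partly confounded.

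The sections held 2573 (young 1), 2804 (young 2), 2735 (middle 1), 2801 (middle 2), 2973 (old 1) and 2857 (old 2) spots. Total UMIs were 76907463 and 77557934 in the young sections, 76271192 and 75248536 in the middle sections, and 69023703 and 60939185 in the old sections. The median UMIs per spot was 28199 ± 2678 (SD, n = 2) in young, 26002 ± 138 (SD, n = 2) in middle and 21068 ± 987 (SD, n = 2) in old sections. Both old sections lay below all 4 of the others. The share of UMIs from mitochondrially encoded genes was 15.2% ± 1.7 (SD, n = 2), 14.7% ± 1.0 (SD, n = 2) and 13.4% ± 0.19 (SD, n = 2) in young, middle and old. Every section had between 2433 and 3627 UMIs of the Y-linked gene Ddx3y. The transcript Xist, which is expressed from the inactive X chromosome of females, had 0 UMIs in 4 sections and 1 UMI in each of middle 1 and old 1. The labels give the sex as male.

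Spots were grouped into 26 clusters, of which 19 were named as 9 regions from marker genes. White matter-like spots numbered 255 and 282 in the young, 215 and 211 in the middle and 253 and 255 in the old sections. Their share of spots was 9.98% ± 0.10 (SD, n = 2) in young, 7.70% ± 0.23 (SD, n = 2) in middle and 8.72% ± 0.30 (SD, n = 2) in old sections. An exact permutation test over the 3 groups gave p = 0.067, the smallest value this design allows, and 0.60 after Benjamini-Hochberg adjustment over the 9 regions. No other region had an exact p under 0.267. Hippocampal spots made up 2.6% of young 1 but between 6.32% and 9.84% of the other 5 sections. The hippocampal sums of young 1 were accordingly small, with 2205892 UMIs against 9335420 in young 2.

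The first comparison asked which transcripts differ with age in the section as a whole. Between old and young, edgeR's quasi-likelihood test called 29 of 17673 genes at a Benjamini-Hochberg adjusted p under 0.05, 16 higher and 13 lower in old. The alternative that moved this count most was DESeq2, which called 194 genes. With slide as a block the count was 7, and it was also 7 in each of the fits that left out middle 1 or middle 2. Middle against young gave 12 genes, 4 higher and 8 lower, and all 12 were also called in old against young, with the same sign. Old against middle gave 0 genes, with 361 at an unadjusted p under 0.05. A linear trend over age in months gave 128 genes, 73 rising and 55 falling. Both contrasts against young share the young sections: across 17673 genes their log2 fold changes correlated at 0.698, where 20 simulations of unchanged groups gave a mean of 0.493 and at most 0.518. Genes are not independent replicates.

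**Figure D1:**
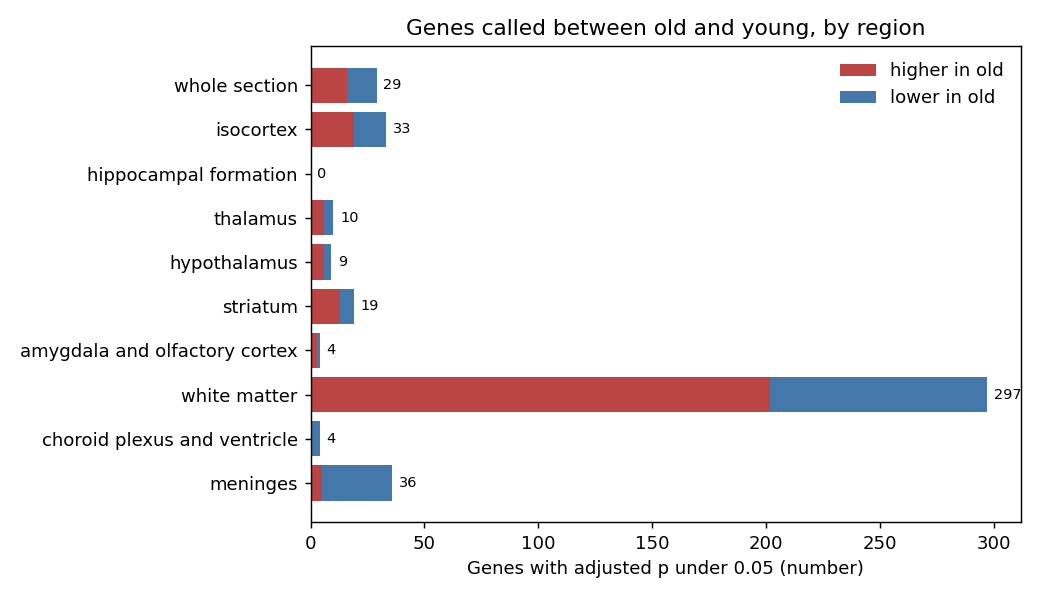
Number of genes with an adjusted p under 0.05 between old and young (x axis) in the whole section and in each region (y axis), split into genes higher (red) and lower (blue) in old, from 2 sections per age. White matter had 297 calls, isocortex 33, meninges 36 and the whole section 29. White matter and isocortex were close at an unadjusted edgeR p under 0.05 (1579 and 1566 genes).

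The genes named by the rule fixed in advance were AC149090.1, Neat1, Tac2, Trem2 and Tyrobp among those higher in old whole sections, and Hspa1b, Hspa1a, Sgk1, Nfkbia and Dnajb1 among those lower. Positions are those of GENCODE M21 (GRCm38), matched by Ensembl identifier, because the build of the authors' reference is not stated in the files. Neat1 (ENSMUSG00000092274), a long non-coding RNA gene on chromosome 19 (5824708 to 5845478, minus strand), measured 73.5 ± 0.97 CPM (SD, n = 2) in young and 137 ± 19 CPM (SD, n = 2) in old, a log2 fold change of 0.90 (SE 0.086, edgeR adjusted p = 0.0242). Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) rose from 18.6 ± 0.51 to 32.8 ± 4.1 CPM (SD, n = 2 each), a log2 fold change of 0.82 (SE 0.089, edgeR adjusted p = 0.0293). Tac2 rose by 0.83 (SE 0.059, edgeR adjusted p = 0.00376), but it was not called with equal numbers of spots of each cluster (0.62, adjusted p = 0.073) or of each region (0.77, 0.222). Over its alternatives the adjusted p ran from 3.58e-19 to 0.222, and over those of Neat1 and Trem2 up to 0.0935, so these calls too were lost in some. AC149090.1 rose by 0.94 (adjusted p up to 0.141 over its alternatives) and lies on the unplaced scaffold JH584304.1. The calls of Tyrobp, Sgk1 and Dnajb1 were also lost in some alternatives, among them slide as a block (0.0782, 0.0791 and 0.182). Those of Hspa1a, Hspa1b and Nfkbia held in every alternative that gave a test, with a largest adjusted p of 0.0112, 0.0269 and 0.0269. Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) measured 56.1 ± 0.60 CPM (SD, n = 2) in young, 16.8 ± 0.59 (SD, n = 2) in middle and 16.8 ± 2.1 (SD, n = 2) in old sections, a log2 fold change of -1.74 between old and young (SE 0.081, edgeR adjusted p = 0.000491). Hspa1b is a nearly identical neighbour, so the split of reads between these genes is uncertain.

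Of 6 genes chosen in advance, none passed the threshold in the whole section. C4b measured 20.4 ± 5.5 CPM (SD, n = 2) in young, 43.2 ± 0.85 (SD, n = 2) in middle and 88.9 ± 19 (SD, n = 2) in old sections, a log2 fold change of 2.13 (SE 0.24, edgeR adjusted p = 0.120). Gfap changed by 0.91 (adjusted p = 0.214), Ctss by 0.59 (0.170), Apoe by 0.27 (0.213), Il33 by 0.21 (0.429) and B2m by 0.17 (0.630). Across the fits that each left out a section, B2m ran from 0.0155 to 0.336 and Il33 from 0.065 to 0.337. In the same fits C4b ran from 1.87 to 2.43, Gfap from 0.59 to 1.17, Ctss from 0.43 to 0.73 and Apoe from 0.19 to 0.34. DESeq2 called 4 of them, with adjusted p of 1.2e-10 for C4b, 0.000381 for Ctss, 0.0171 for Gfap and 0.0191 for Apoe. No other alternative called any of these 4, and their adjusted p reached 0.387, 0.466, 0.436 and 0.572.

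Changes were then compared by region. Old against young gave 33 genes in isocortex, 19 in striatum, 10 in thalamus, 9 in hypothalamus, 4 in amygdala and olfactory cortex, 36 in meninges, 4 in choroid plexus and ventricle, and 0 in the hippocampal formation, where 538 genes had an unadjusted p under 0.05. White matter gave 297 genes, 202 higher and 95 lower, although its sums held between 2649072 and 3250119 UMIs per section against 15589755 to 24595120 for isocortex. At an unadjusted p under 0.05, edgeR gave 1579 of 12414 genes in white matter and 1566 of 15186 in isocortex. Leaving out middle 1 or middle 2 gave 3 genes in thalamus, and 16 and 17 genes in choroid plexus and ventricle. The spots named hypothalamus come from 3 clusters, and the names of 2 are uncertain. One (942 spots) has 5 markers among its 50 leading genes, 4 of them (Baiap3, Hap1, Zcchc12 and Ahi1) among the first 10. It also has Nts, Tac2, Gpr101 and Ucn3 among its leading genes, none of which is a fixed marker of hypothalamus. Gpr101 is a fixed marker of amygdala and olfactory cortex, so some of these 942 spots may belong there. The other (797 spots) has 3 markers among its 50 leading genes and only Pmch among the first 10, beside Syt2, Agt and Sparc, and at a resolution of 0.5 the cluster led by such genes stayed unnamed. In these spots, C4b rose by 1.21 (SE 0.11, adjusted p = 9.68e-05) and Lyz2 by 1.63 (SE 0.16, adjusted p = 0.000294). In striatum, C4b rose by 2.06 (SE 0.16, adjusted p = 4.44e-06) and Lyz2 by 1.77 (SE 0.20, adjusted p = 7.16e-05). Hspa1a or Hspa1b were among the named lower genes in isocortex, thalamus, hypothalamus, striatum, choroid plexus and ventricle, meninges and white matter. In isocortex Nfkb2 rose by 0.86 and Id1 by 0.75. In meninges 5 of the 36 called genes were higher and 31 lower. Sox18 rose by 2.68, a call lost with thinning (adjusted p = 0.29) and with slide as a block (0.261). S100a8 rose by 1.28 and S100a9 by 1.24. These 2 calls were lost with DESeq2 (adjusted p = 0.905 and 0.797) and with thinning (0.0617 and 0.119). That of S100a8 was also lost with slide as a block (0.0514) and that of S100a9 at a resolution of 0.5 (0.0806). Both were lower in middle than in young sections (13.9 against 31.0 CPM for S100a8, 23.7 against 34.7 CPM for S100a9), so neither rose steadily with age. Meninges sums were the smallest, between 546949 and 1250516 UMIs.

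In white matter the named genes higher in old were Cst7, Lgals3 and Serpina3n. Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944) measured 1.0 ± 0.48 CPM (SD, n = 2) in young, 11.8 ± 6.1 (SD, n = 2) in middle and 40.0 ± 18 (SD, n = 2) in old sections, a log2 fold change of 5.24 (SE 0.71, edgeR adjusted p = 0.0186). Young 1 and young 2 had 1.37 and 0.69 CPM of Cst7 and 1.37 and 5.20 CPM of Lgals3, on sums of 3045697 and 2923957 UMIs. These values rest on few UMIs, so the size of both fold changes is uncertain. Lgals3 (chromosome 14, 47367751 to 47386160) rose by 3.73 (SE 0.52, adjusted p = 0.0160) and Serpina3n (chromosome 12, 104406729 to 104414329) by 3.10 (SE 0.36, adjusted p = 0.0455). Neither was called in the fits that left out middle 1 or middle 2 (0.0772 and 0.0718 for Lgals3, 0.103 and 0.0955 for Serpina3n). Over all alternatives the adjusted p ran from 4.48e-35 to 0.117 for Lgals3 and from 2.59e-16 to 0.225 for Serpina3n. C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882, minus strand) measured 155 ± 4.2 CPM (SD, n = 2) in young, 356 ± 0.077 (SD, n = 2) in middle and 1001 ± 15 (SD, n = 2) in old white matter, a log2 fold change of 2.69 (SE 0.11, edgeR adjusted p = 2.56e-18). It was called in every alternative that gave a test, with a largest adjusted p of 2.79e-06. Gfap rose from 612 ± 22 to 1266 ± 398 CPM (SD, n = 2 each; log2 fold change 1.05, edgeR adjusted p = 0.0324). The Gfap change was 0.69 without old 2 and 1.34 without old 1, and the call was lost without middle 1 (0.159) or middle 2 (0.152). Its adjusted p ran from 8.89e-19 to 0.201 over the alternatives. Apoe rose by 0.80 (adjusted p = 3.81e-05). Ctss (1.16, adjusted p = 0.0526), B2m (0.79, 0.611) and Il33 (0.14, 0.618) did not pass the threshold. The change of B2m ran from 0.363 to 1.36 across the fits that each left out a section. Ctss did pass it in 10 of its 16 alternatives, among them DESeq2 (0.00615) and a resolution of 1.2 (0.00989), with adjusted p from 1.88e-21 to 0.203, so it lies at the edge of the threshold. The named lower genes were Hspa1a (-3.61), Nfkbia (-1.55) and Arl4d (-1.43), the last with an adjusted p of up to 0.201.

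**Figure D2:**
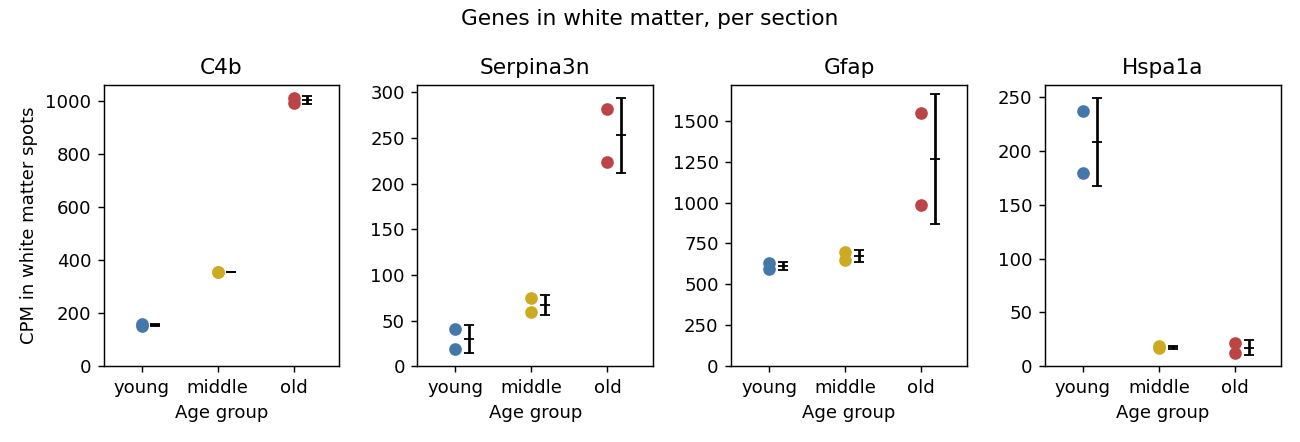
CPM of C4b, Serpina3n, Gfap and Hspa1a in white matter spots (y axis, linear from 0) by age group (x axis). Dots are the 2 sections of each group, and the black bar beside them is the mean with its SD. C4b averaged 155, 356 and 1001 CPM in young, middle and old, while Hspa1a averaged 208, 17.7 and 17.3 CPM.

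Middle against young gave 457 genes in white matter, 291 higher and 166 lower. Of these, 116 were also called in old against young, all with the same sign, where simulated unchanged groups shared 0.55 calls on average and at most 3. Both contrasts share the young sections, and the simulation had no changed genes and drew each gene independently. The overlap therefore does not separate age from a property of the young sections. C4b was already higher by 1.199 (SE 0.11, adjusted p = 4.98e-09), and Gpr17 was lower by -1.68 (SE 0.24, adjusted p = 0.00329), a call lost at a resolution of 1.2 (0.102). Crlf2 rose by 1.82. Kcnab3 rose by 1.90, but was not called at a resolution of 0.5 (0.0517) or 1.2 (0.52) or with genes scaled over all sections (0.167). Old against middle, a comparison added after the other fits had been seen, gave 85 genes, 52 higher and 33 lower, with 156 to 175 genes when young 1 or young 2 was left out but only 7 at a resolution of 1.2 and 13 with genes scaled over all sections. C4b was higher by 1.49 (SE 0.10, adjusted p = 1.08e-11). Gpnmb was higher by 2.04 and Hspb6 by 1.62, each lost in 1 alternative (0.173 with scaling over all sections and 0.0529 at a resolution of 1.2). Lgi2 (-0.93), Cabp7 (-0.88) and Ramp3 (-0.85) were lower, but all 3 calls were lost with thinning (0.0921, 0.0877 and 0.0585), at a resolution of 1.2 (0.368, 0.054 and 0.275) and with scaling over all sections (0.623, 0.317 and 0.197). In young, middle and old white matter Lgi2 averaged 16.0, 32.2 and 16.8 CPM, Cabp7 11.4, 27.4 and 15.0, and Ramp3 22.2, 37.3 and 20.6. All 3 were thus high in middle only. Cabp7 is a fixed marker of the hippocampal formation and Ramp3 of thalamus, so grey matter in middle white matter spots may explain these calls.

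The change between old and young was then tested for a difference between white matter and all other spots of the same sections. The edgeR interaction called 298 of 17459 genes, 174 with a more positive and 124 with a more negative change in white matter. Of the 297 genes called in white matter alone, 167 were among them. This count depended on the model: DESeq2 called 72, the newer quasi-dispersion estimate 133, and limma on the differences within sections 25, of which 24 were among the 298. Serpina3n differed by 2.28, Crlf2 by 2.21 and Hspa1a by -2.03, and all 3 were called in limma as well (adjusted p = 0.0295, 0.0059 and 0.0128). Over all alternatives the adjusted p reached 0.46 for Serpina3n (genes scaled over all sections before clustering) and 0.137 for Hspa1a (white matter taken as spots of largest myelin share), while Crlf2 was called in each. Lgals3 differed by 2.99, Hspa1b by -1.97 and Sgk1 by -1.12, but limma gave adjusted p of 0.138, 0.0872 and 0.0505.

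A list of 32 glia and immune genes written before the data were examined was tested with fry, a rotation test of a gene list. In the whole section its 31 tested genes all rose, by a mean log2 fold change of 0.86, with a Benjamini-Hochberg adjusted p of 0.0699 over 10 lists, which did not pass the threshold. Of its genes, 6 were called over all genes tested and 23 when adjusted over the list alone. In white matter the mean change was 1.74, with 31 of 31 genes higher, 20 called over all genes and 26 adjusted over the list alone. The unadjusted p was 0.00668, and adjustment over the 9 regions gave 0.0555, again short of the threshold. It passed with white matter from a Leiden resolution of 1.2 (0.0494) or from the core spots (0.039), and reached 0.101 without middle 1. Mean changes in the other regions ran from 0.30 in meninges to 0.81 in striatum, with adjusted p between 0.0555 and 0.225. The difference between white matter and all other spots, which was a single planned test, was 1.10, with 29 of 31 genes in that direction, which passed a threshold of 0.05 in fry and in all 12 of its alternatives with a test. Camera with a preset correlation called the list in the whole section and in all 9 regions; with an estimated correlation it called thalamus, striatum, amygdala and olfactory cortex, and white matter (adjusted p = 0.0442 each), but not the whole section (0.121).

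**Figure D3:**
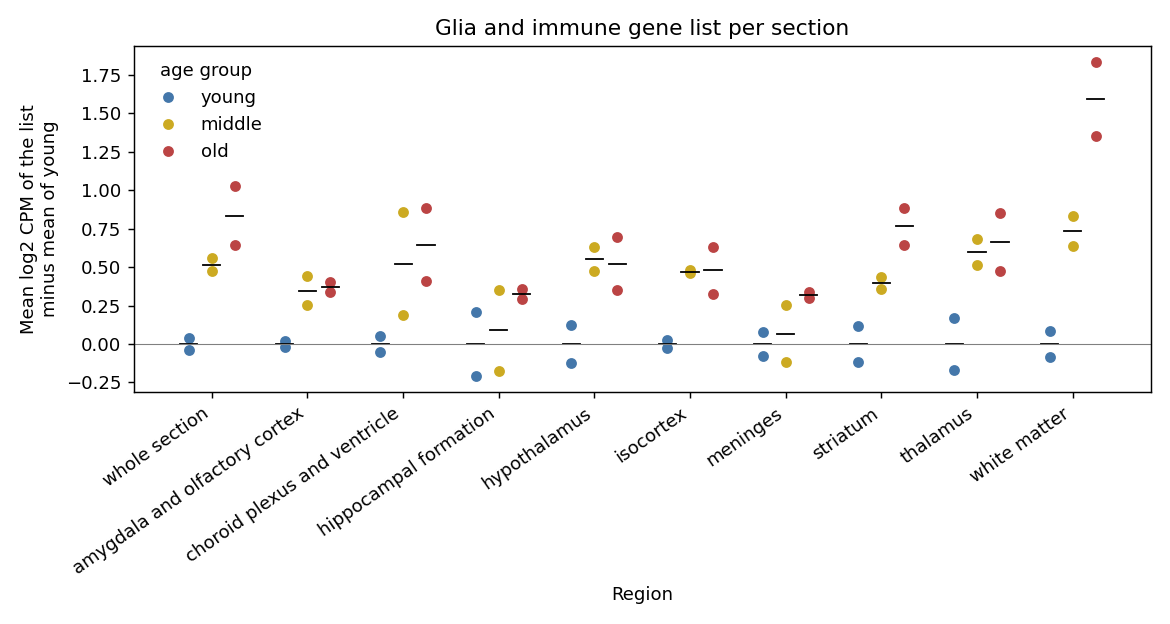
Mean log2 CPM of the glia and immune gene list minus the mean of the young sections (y axis) for the whole section and each region (x axis). Dots are single sections coloured by age group, and black lines are group means. In white matter the old sections lie at 1.35 and 1.84 and the middle sections at 0.64 and 0.83.

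Among the 9 further lists, genes of immature neurons and proliferation fell by a mean of 0.47 in old whole sections, with 9 of 11 genes lower, and were the only list past the threshold (fry adjusted p = 0.0358). That call was lost with slide as a block (0.133), with replicate number as a block (0.133), with equal numbers of spots of each cluster (0.0932), with camera's estimated correlation (0.098) and without middle 1 (0.209) or middle 2 (0.0921). The lowest adjusted p over its alternatives was 1.25e-06. Interferon response genes rose by 0.54 in 14 of 14 genes (adjusted p = 0.0528). Mitochondrially encoded genes changed by -0.30 (0.317), immediate early genes by -0.16 (0.523), oligodendrocyte precursor genes by -0.096 (0.317), synaptic genes by -0.053 (0.717), collagen and matrix genes by -0.049 (0.936), haemoglobin genes by 0.10 (0.936) and myelin genes by 0.0068 (0.936). Camera with a preset correlation called the interferon response (1.75e-20), mitochondrially encoded (1.17e-06) and immediate early lists (0.00801), and no other alternative did.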

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

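The tests on myelin genes in old white matter and on resting microglia genes, and the limma fit, were chosen only after the result was seen.

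White matter was singled out because its change between old and young differed from that of all other spots in a test of the difference itself. The edgeR interaction gave 298 genes, and the glia and immune list differed by a mean of 1.10 on the log2 scale, with 29 of 31 genes in that direction, past a threshold of 0.05 in fry. Single genes were Lgals3 (2.99), Serpina3n (2.28), Crlf2 (2.21), Hspa1a (-2.03), Hspa1b (-1.97) and Sgk1 (-1.12). Across the fits that each left out a section, Lgals3 ran from 2.08 to 4.46, Serpina3n from 1.80 to 2.96 and Crlf2 from 2.01 to 2.37. In the same fits Hspa1a ran from -2.36 to -1.76, Hspa1b from -2.36 to -1.60 and Sgk1 from -1.42 to -0.82. The edgeR fit borrows one estimate of spread across genes without limit, and limma on the differences within sections called 25 genes, so the number 298 rests on that model. The list difference under limma was 1.14. Crlf2 was called in every alternative with a test, whereas the adjusted p reached 0.46 for Serpina3n, 0.138 for Lgals3, 0.137 for Hspa1a, 0.641 for Hspa1b and 0.521 for Sgk1.

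The list rose less in every other region, so grey matter in edge spots of the white matter cluster could give the larger rise only if old white matter spots held less of it than young ones. That would raise the RNA of every other cell type there alike. The myelin list fell by -0.25 (SD between replicates 0.0598) in white matter, with 1 of 13 genes higher, while the glia and immune list rose by 1.74 (SD 0.223). The myelin list helps define white matter and could itself change with age, so its fall cannot decide this. Less grey matter would also lower the 528 genes at least 4 times higher in all other spots. Their median change between old and young white matter was 0.074. Mean log2 CPM was 3.52 and 3.65 in young and 3.73 and 3.60 in old, so these genes gave no sign of less grey matter. A difference between the slides would leave little of the list difference once a slide term for white matter was added, and it was 1.00 with 31 of 31 genes higher (2 residual degrees of freedom). More microglia with unchanged expression per cell would raise resting microglia genes as much as the list, but these rose by 0.44 in white matter (SD 0.0426), far less than the list. The resting microglia list shares no gene with the glia and immune list. A change of expression with age in glia of white matter stays open as a hypothesis, as does a change in which glial cells are present. It was found and tested in the same 6 sections.

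The number of called genes was higher in white matter (297) than in isocortex (33). The size of the gap depended on the filter: without a filter on low counts the numbers were 485 and 247. Depth argues the other way, as isocortex held between 5.10 and 8.16 times the UMIs of white matter. Isocortex thinned to the UMIs of white matter gave 11 genes. Taking UMIs away favours a lower count in any case, so the thinning adds no further evidence. The edgeR fit borrowed the spread across genes more strongly in white matter (28.49 prior degrees of freedom) than in isocortex (12.38). At an unadjusted p under 0.05, edgeR gave 1579 of 12414 genes in white matter and 1566 of 15186 in isocortex. DESeq2 called 117 genes in white matter and 194 in the whole section. The counts of called genes therefore do not measure how much more white matter changed.

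The more negative changes of Hspa1a, Hspa1b and Sgk1 in white matter go with a fall of heat shock and glucocorticoid response genes across the section. Explanations of the heat shock fall are weighed among the other observations. None was tested for the glucocorticoid response genes. Reads shared by Hspa1a and Hspa1b make the split between these genes uncertain.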

How the results depend on the processing

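The alternatives with equal numbers of spots of each cluster, the core of white matter, limma and the comparison of old with middle white matter were chosen only after the results were seen. Unless a cause is named, the cause was not tested.

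Among named genes, excluding fits that left out a section, 1078 results kept their direction and side of the threshold, 133 became weaker, 28 stronger and 8 reversed. For other lists, 59 stayed, 3 became stronger and 2 reversed (both small, given below). A fit without a section of a compared group gives a value but no test, and a value that had not been called then counts as stayed when it moved by less than the SD between replicates, whatever its sign. On this rule 480 named genes stayed with sections left out, 85 moved, 32 became weaker, 2 stronger and 1 reversed, and 41 lists stayed and 7 moved. Values did cross 0 in such fits: B2m (-0.134 to 0.861) and Il33 in middle against young white matter, and the lists of collagen and matrix (-0.148 to 0.0659), haemoglobin (-0.22 to 0.386), immediate early (-0.369 to 0.00733), myelin (-0.134 to 0.134) and synaptic genes (-0.139 to 0.0488) in the whole section. The old minus young difference in share also changed sign in such fits for 6 regions, but not for white matter. DESeq2 gave no adjusted p for 12 genes.

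DESeq2 called 194 genes (29 with edgeR) in old against young whole sections, 70 (12) in middle against young, 346 (128) in the trend, 5 (0) in the hippocampal formation, 14 (9) in hypothalamus, 1 (4) in amygdala and olfactory cortex and 14 (36) in meninges. In white matter it called 117 (297) in old against young, 158 (457) in middle against young and 31 (85) in old against middle, and 72 (298) in the interaction. On unchanged simulated data, in 1 run each, DESeq2 made 14 calls in whole sections, 2 in isocortex and 0 in white matter.

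Without a filter the counts were 113, 58 and 220 for old against young, middle against young and the trend, 247 in isocortex, 148 in the hippocampal formation, 162 in thalamus, 143 in hypothalamus, 114 in striatum, 22 in amygdala and olfactory cortex, 53 in choroid plexus and ventricle, 59 in meninges, and 485 (old against young) and 235 (old against middle) in white matter. On unchanged simulated data, in 1 run each, this setting made 59 calls in whole sections, 21 in isocortex and 10 in white matter. At least 10 counts in every section gave 6 genes in middle against young and 176 in the interaction, with fewer genes tested.

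With slide as a block, which leaves 2 residual degrees of freedom, the counts were 7 (old against young), 3 (middle against young) and 23 (trend) in whole sections, 2 in thalamus, 4 in hypothalamus, 9 in striatum, 2 in amygdala and olfactory cortex, 2 in choroid plexus and ventricle, and 160 and 251 in white matter for old and middle against young. The immature neuron list was -0.46 (adjusted p = 0.133), the myelin list reversed to -0.035 and Gfap in middle against young white matter to -0.049, both far from the threshold. With replicate number as a block there were 76 genes in the trend, 2 in thalamus and 29 in hypothalamus, and the immature neuron list was -0.47 (0.133). Replicate numbers follow slide in middle and old and give no more than 2 pairs per comparison, so they were not taken as pairs. Across genes, which are not independent replicates, replicate differences in whole sections correlated between young and middle at 0.057 (mean CPM of at least 4) or 0.122 (at least 10), between young and old at 0.301 or 0.390, and between middle and old at 0.414 or 0.472.

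With only the groups compared, there were 7 genes in the whole section, 3 in thalamus, 12 in striatum, 10 in choroid plexus and ventricle and 140 in old against middle white matter. The newer quasi-dispersion gave 3 in thalamus and 133 in the interaction, thinning gave 4 in thalamus, and limma gave 25 in the interaction. Equal numbers of spots of each region gave 58, 38 and 197 genes (old, middle, trend) and a haemoglobin list of -0.0085, reversed. Equal numbers of each cluster gave 47 and 33 genes and an immature neuron list of -0.42 (0.0932), and 5 genes in the hippocampal formation.

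A Leiden resolution of 0.5 gave 2 genes in the hippocampal formation, 49 in old against middle white matter and a meninges share difference of 0.437 percentage points, reversed from -0.206. A resolution of 1.2 gave 6 in thalamus, 4 in hypothalamus, 12 in striatum, 147, 115 and 7 in white matter (old against young, middle against young, old against middle), 57 in the interaction and a white matter list change of 1.59 (0.0494). Scaling over all sections gave 2 in the hippocampal formation, 5 in hypothalamus, 57 in meninges, 13 in old against middle white matter and a meninges share difference of 0.210, reversed. White matter as the 10% of spots of largest myelin share gave 1342 genes in middle against young; 72.1% and 74.1% of those spots in middle lay in white matter clusters, against 85.6% and 90% in young. The core gave a list change of 1.84 (0.039).

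Camera with a preset correlation put the glia and immune list past the threshold with unchanged means: 0.86 in the whole section, 0.53 in isocortex, 0.40 in the hippocampal formation, 0.74 in thalamus, 0.67 in hypothalamus, 0.81 in striatum, 0.37 in amygdala and olfactory cortex, 1.74 in white matter, 0.67 in choroid plexus and ventricle and 0.30 in meninges. It also called the interferon response (0.54, adjusted p = 1.75e-20), mitochondrially encoded (-0.30, 1.17e-06) and immediate early lists (-0.16, 0.00801) in the whole section. With an estimated correlation this held for thalamus, striatum, amygdala and olfactory cortex and white matter (0.0442 each), and the immature neuron list of -0.47 lost its call (0.098).

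Il33 in middle against young white matter, at 0.000779, was close to 0 and reversed to -0.00116 (DESeq2), -0.106 (resolution 1.2), -0.00117 (RLE), -0.00192 (core), -0.0118 (no filter), -0.000792 (replicate block) and -0.154 (10% of spots), and ran from -0.0703 to 0.0661 across the 6 fits that each left out a section.

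Across fits that each left out a section, counts were 16 to 17 in choroid plexus and ventricle, 3 in thalamus, 7 in old against young whole sections and 156 to 175 in old against middle white matter. The glia and immune list ran from 0.65 to 1.03 in the whole section, 0.46 to 0.86 in hypothalamus, 0.36 to 0.67 in isocortex, 0.43 to 0.96 in striatum, 0.50 to 1.01 in thalamus, 1.45 to 1.94 in white matter and 0.96 to 1.44 in the interaction, and the immature neuron list from -0.47 to -0.42. The glia and immune list also ran from 0.26 to 0.62 in the hippocampal formation and 0.39 to 0.87 in choroid plexus and ventricle. Its range was 0.25 to 0.42 in meninges and 0.33 to 0.42 in amygdala and olfactory cortex. In the whole section the mitochondrially encoded list ran from -0.41 to -0.17 and the interferon response list from 0.43 to 0.67.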

Other observations

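Of the tests below, those on equal numbers of spots per cluster, on old against middle and on core spots were chosen only after the result was seen. All lists named here except the synaptic, the myelin and the glia and immune lists were written after the data had been seen.

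A list of 12 heat shock genes was lower in old than in young whole sections by a mean log2 fold change of -0.53 (fry, Benjamini-Hochberg adjusted p = 0.000776 over 7 lists), with 12 of 12 genes lower, and by the same mean in middle sections. Part of this list was chosen for the pattern, so its p is not independent evidence. The change was -0.52 with equal numbers of spots of each cluster and -0.53 with slide as a block, which argues against section placement and slide as the whole cause. Without Hspa1a and Hspa1b it was -0.27, so the fall was not confined to this pair. Leaving the pair out does not test shared reads, which would move counts between the 2 genes. Both genes fell between young and old sections, Hspa1a from 56.06 to 16.79 CPM and Hspa1b from 53.15 to 14.65 CPM. Between old and middle the list changed by -0.000237. Such a step between the young sections and the others may come from handling of the young brains at collection or from age, and these cannot be told apart because every young section belongs to the same group. Other lists in old against young whole sections changed by -0.51 (glucocorticoid response, Benjamini-Hochberg adjusted p = 0.00893), 0.38 (cold-induced, 0.0511), 0.096 (evening clock, 0.127), -0.19 (morning clock, 0.127), 0.46 (microglia, 0.0285) and 0.17 (resting microglia, 0.00893). The microglia list shares 8 genes with the glia and immune list.

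In white matter, the synaptic list was higher in middle than in young sections by 0.47 (15 of 16 genes) and lower in old than in middle sections by -0.44, while the myelin list, which helps define white matter, was -0.41 in middle against young. In core spots the synaptic change was 0.69, but this does not decide on grey matter in edge spots: the core took 120 of 211 to 215 white matter spots in middle and of 255 to 282 in young sections, so it reached nearer the edge in middle. Mixing at the edge stays open. Genes at least 4 times higher in all other spots than in white matter (528 genes, 477 of them higher in middle) had a median change of 0.44, which is consistent with more RNA of neurons in white matter spots of the middle sections. Their mean log2 CPM was 4.004 and 4.015 in middle, 3.52 and 3.65 in young, and 3.73 and 3.60 in old sections. Between old and young their median change was 0.074. Part of the 457 genes called between middle and young white matter may therefore reflect tissue mixing, and how many was not tested. The same holds for the 85 genes between old and middle.

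Unnamed clusters held 18.6% ± 1.7 (SD, n = 2) of young, 19.2% ± 0.50 (SD, n = 2) of middle and 19.9% ± 0.79 (SD, n = 2) of old spots. Striatum made up 8.51% of young 1 and between 4.64% and 7.36% of the other sections.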
